A study of Escherichia coli with 23 samples.

How the data were processed

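The series measured gene expression in *Escherichia coli* MDS42, a K-12 substrain with a reduced genome, with Affymetrix arrays hybridised to biotin-labelled material made from 3 ug of total RNA. The 23 arrays fell into 5 groups by the labels. Late-log cultures (n = 5) were grown for 20 h in M63 minimal medium with glucose to about 1e+09 cells/mL. Stationary cultures (n = 3) were late-log cultures kept for 16 h more. The other 3 groups came from late-log cells that were centrifuged and washed 3 times in M63 without glucose, and were then placed in M63 without glucose at 1e+07 cells/mL (starved, n = 4) or in the supernatant of a long-term stationary phase culture at 1e+09 cells/mL (high-density supernatant, n = 5) or at 1e+07 cells/mL (low-density supernatant, n = 6). The time between inoculation and sampling, and the density of the stationary cultures, were not stated in the labels. Washing was done in each group that received a new liquid and in no other, so washing and change of environment cannot be separated by this design.

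The deposited table held 1 value per gene and array for 3766 genes, of which 151 carried an RNA gene identifier and 3615 a protein gene identifier. The array summary, the background model, the log base and the normalization method were not stated per the labels' protocols or the file header. The sorted values of all 23 columns were identical (largest difference 0), so the deposited values had been quantile-normalized between arrays. A change of total RNA per cell, or of most genes in one direction, is removed by that step. The deposited values were taken as log10 expression, which is an inference. In base 10 the 14 genes of 16S and 23S ribosomal RNA made up 83.0% of the summed signal, against 8.01% if the values were natural logs and 3.21% if they were log2. Each value was multiplied by 3.32, the log2 of 10, and all fold changes are on that log2 scale. The base sets the size of each fold change and the number of genes past a fold minimum, and leaves test statistics and p-values as they are. Values ran from -1.31 to 3.21 on the log10 scale, and the distance between the quartiles of an array was 1.57-fold in linear terms. The table held no detection calls, so genes near background could not be recognised, and their fold changes are subject to compression.

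Every value column was mapped to a sample by its name, with 0 columns left over. Gene names are those of the table, with JW identifiers. Against the RefSeq gene table of assembly ASM584v2 (strain MG1655), 3170 names equalled a current symbol, 560 were matched through a synonym and 36 were not matched. The authors' genome build is not stated, so no coordinates are given. A list of 34 insertion sequence and prophage genes, meant as a background level, had 0 members in the table and was not analysed here.

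Expression was compared with limma 3.58.1 in R 4.3.3, in 1 fit over all 23 arrays with a coefficient per group and default eBayes moderation, for 7 comparisons. P-values were adjusted by the Benjamini-Hochberg method over all 3766 genes within a comparison. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. A total of 11 gene sets, written from general knowledge of E. coli regulons, were tested with camera at a preset correlation of 0.01, with fry and camera with an estimated correlation beside it. The share of variance explained by group was computed on squared Euclidean distances and tested with 100000 permutations of the labels. Overlaps of calls were set against 20 simulated data sets without any change between groups. Groups, comparisons, gene sets, tests and most alternatives were chosen before the data were examined.

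Genes named in the text follow a rule written at that stage. Per comparison these are the 3 largest rises and 3 largest falls among called genes whose 2 groups of arrays did not overlap, and a fixed list of 18 genes of starvation and growth control. Other genes are named only with a statement that they were chosen after their values were seen.

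The method was tested on simulated data made from the real gene means and spreads, with 200 of 3766 genes changed by a log2 fold of 2 and a separate random draw for each comparison. For low-density supernatant against starved, 100% of the changed genes were called in the right direction, with 2 false calls. For stationary against late log the share was 99% with 1 false call, and for high-density against low-density supernatant 100% with 0. The simulated spread was independent between genes and alike in all groups. The real spread was not alike, with a median standard deviation of a gene of 0.23 (log2) in low-density supernatant and between 0.12 and 0.15 in the other groups. For low-density supernatant against starved, some other split of the real arrays gave 134 genes. The false calls simulated for that comparison may therefore be too few.

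Alternatives were another quantile normalization, median centring, removal of the lowest 25% of genes (2824 kept), trended and robust moderation, array weights, the replicate number as a block, a fit of only the 2 groups compared, other fold minimums, other set tests, another distance, and each array left out in turn. For a comparison of 2 groups, only the arrays of those groups were left out. Low-density replicate 6 was the only array with its number. The replicate block therefore gave it a term of its own and took it out of each comparison. Alternatives added after the data were seen were the removal of RNA genes with quantile normalization repeated, the values read as log2 or natural log, and the average of low-density replicates 5 and 6 as 1 sample. Counts within the search for supernatant genes were also made with the replicate block and without each array of the groups concerned, an addition made after the data were seen. Same-numbered starved and high-density supernatant arrays deviated together from their group means in each of 4 pairs (correlations across genes from 0.121 to 0.490). Differently numbered pairs were not compared, and the labels do not say what a number marks, so pairing by number is not shown. On the second principal component, replicates 1 and 2 lay below replicates 3 and 4 in both groups. The scores were -21.0, -17.0, -11.8 and -12.0 in starved and -2.07, -3.62, 13.4 and 11.7 in high-density arrays. Other pairings could therefore give similar correlations. The precision of each value is limited by the number of arrays. Plots were drawn with matplotlib 3.10.9.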

Results

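Genome-wide transcript levels were measured on 23 arrays of *E. coli* MDS42, to compare cells in a prolonged starvation environment with late-log, stationary and glucose-starved cells. The groups were late log (n = 5), stationary (n = 3), glucose-starved (n = 4), and cells placed in the supernatant of a long-term stationary phase culture at high density (n = 5) or low density (n = 6). Each array gave quantile-normalized values for 3766 genes, reported here as log2 expression under the inference that the deposited values were log10. All fold sizes rest on that inference.

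The group explained 59.8% of the variance between arrays (permutation test of the group labels, p = 1e-05, the smallest value that 100000 permutations can give). Among alternatives a correlation distance moved the share most, to 78.3%. The arrays share their quantiles, so that distance orders pairs of arrays as the Euclidean one does and gives no separate evidence. The first principal component held 45.3% of the variance and the second 22.8%. Of the 23 arrays, 15 had their closest array in their own group. Mean correlations across genes between arrays of a group were 0.901 for late log, 0.931 for stationary, 0.956 for starved and 0.941 for high-density supernatant. They were 0.859 for low-density supernatant, where the lowest pair reached 0.750. The median standard deviation of a gene was 0.23 in that group and between 0.12 and 0.15 (log2) in the other 4. Genes are not independent replicates, so these correlations describe likeness only.

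**Figure D1:**
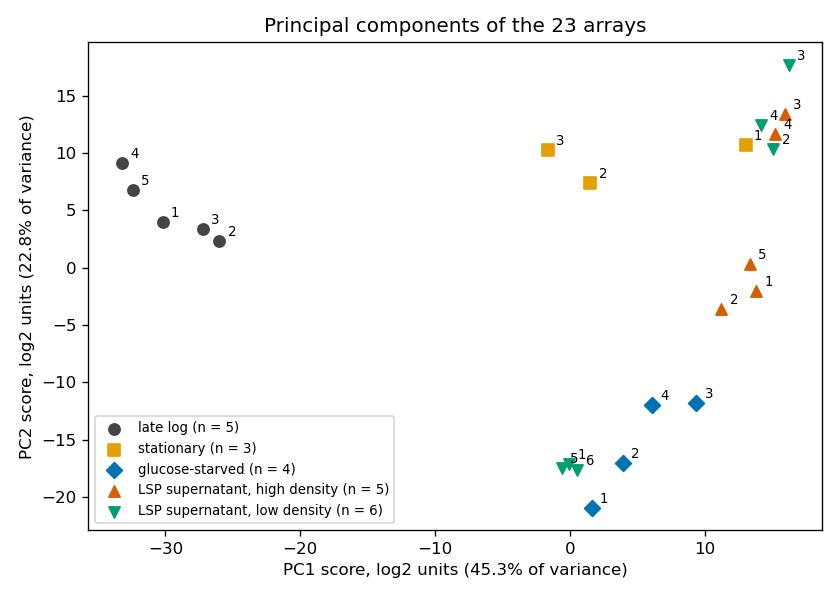
Scores of the 23 arrays on the first 2 principal components of log2 expression over 3766 genes, with a point per array, its replicate number beside it and a colour and shape per group. The late-log arrays lie at PC1 scores from -33.2 to -26.0, and the low-density supernatant arrays range from -17.6 to 17.7 on PC2.

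Each starvation condition was first compared with late log, to find transcripts that differ from late-log cells. The arrays do not show whether late-log cells were still growing at sampling. A fall or rise against late log is therefore not shown to be a difference from growth. In stationary arrays 313 genes were called, 136 higher and 177 lower. In starved arrays 361 were called, 164 higher and 197 lower. In high-density supernatant 424 were called, 173 higher and 251 lower, and in low-density supernatant 293, of which 106 were higher and 187 lower. The log base moved these counts most as a ratio. If the deposited values were log2, 4, 12, 16 and 10 genes would be called in the same order. Without a fold minimum, limma with Benjamini-Hochberg adjustment gave 1769, 1486, 2223 and 1931 genes, and most were then higher in high-density (1222 higher, 1001 lower) and low-density supernatant (1044 higher, 887 lower). The stationary count was 217 without stationary replicate 1.

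**Figure D2:**
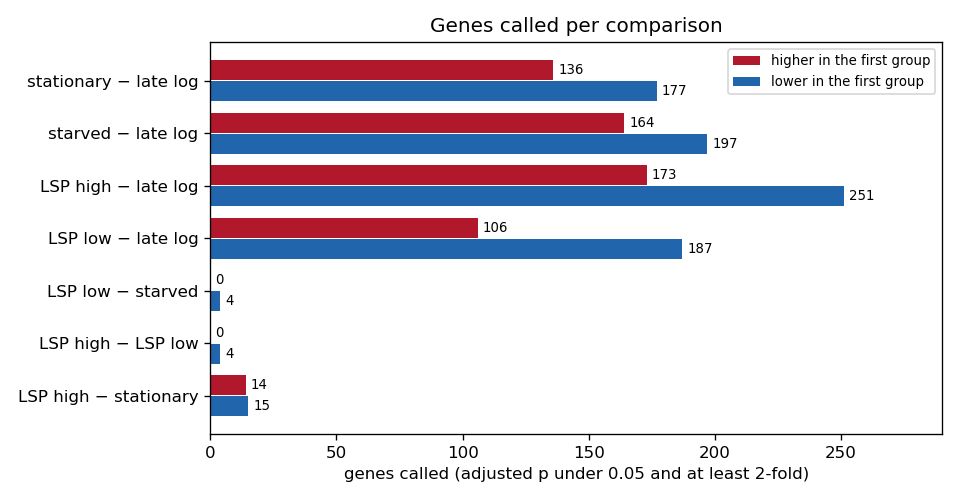
Number of genes called in each of the 7 comparisons (adjusted p under 0.05 in limma and an absolute log2 fold change of at least 1), as bars from 0 for genes higher and lower in the first group named. The 4 comparisons with late log gave between 293 and 424 genes, and the other comparisons gave 4, 4 and 29.

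A total of 151 genes were called in the same direction in all 4 conditions against late log, 34 higher and 117 lower. The comparisons share the late-log arrays, and unchanged simulated groups against shared controls gave a mean of 0 such genes. The simulation held no difference between groups and noise independent between genes. It therefore cannot tell a common response from late-log arrays that deviate together, here or for the correlations below. With values read as log2 the count was 1, and without a fold minimum it was 880. Across genes, the fold changes in high- and low-density supernatant against late log had a correlation of 0.946, against 0.511 in simulated unchanged groups. For stationary and starved arrays the correlation was 0.734, against 0.404.

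Genes named below for their largest changes had, by the rule used, every array of one group beyond every array of the other. The largest rise in starved arrays was in *pspA* (JW1297), the first gene of the phage shock protein operon. Its log2 expression was 4.19 ± 0.28 (SD, n = 4) in starved arrays and -1.14 ± 0.20 (SD, n = 5) in late log. The log2 fold change was 5.33 (SE 0.28) with a limma Benjamini-Hochberg adjusted p of 5.5e-11. *pspA* was also higher in high-density (4.24, SE 0.27) and low-density supernatant (4.31, SE 0.25) than in late log. All 5 genes *pspA* to *pspE* were called higher in each of the 3 washed groups against late log, with log2 fold changes between 3.23 and 5.33, where washing and the change of liquid came together. In stationary arrays, which were not washed, 1 of the 5 was called, *pspA* at 1.38, and its fold change was 0.94 without stationary replicate 1. The listing of all 5 genes together was chosen after their values were seen.

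*cpxP* (JW5558), a periplasmic stress gene, had the largest rise in high-density supernatant. Its log2 fold change against late log was 4.74 (SE 0.39, limma Benjamini-Hochberg adjusted p 1.3e-08), and it was 4.37 in starved, 4.27 in low-density supernatant and 3.34 in the unwashed stationary arrays. The largest rises in stationary arrays were in *ychH* (JW1196, 3.50), *yjfO* (JW5743, now *bsmA*, 3.49) and *cspE* (JW0618, 3.48).

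The acid resistance gene *hdeA* (JW3478) had the largest fall in the stationary, starved and low-density groups among called genes whose arrays did not overlap. Its level was 2.22 ± 1.53 (SD, n = 5) in late log, where single arrays ran from -0.32 in replicate 4 to 3.79 in replicate 3, and -2.07 ± 0.26 (SD, n = 4) in starved arrays. The log2 fold change in starved arrays was -4.30 (SE 0.49, limma Benjamini-Hochberg adjusted p 9.7e-07). Its neighbour in function *hdeB* (JW5669) had the largest fall in high-density supernatant, at -4.08 (SE 0.52). The outer membrane gene *ompA* (JW0940) had log2 fold changes of -2.89 in stationary and -3.37 in low-density supernatant arrays. Ribosomal protein genes *rplW* (JW3280, -3.17 in starved) and *rplX* (JW3271, -3.78 in high-density supernatant) were also among the largest falls.

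**Figure D3:**
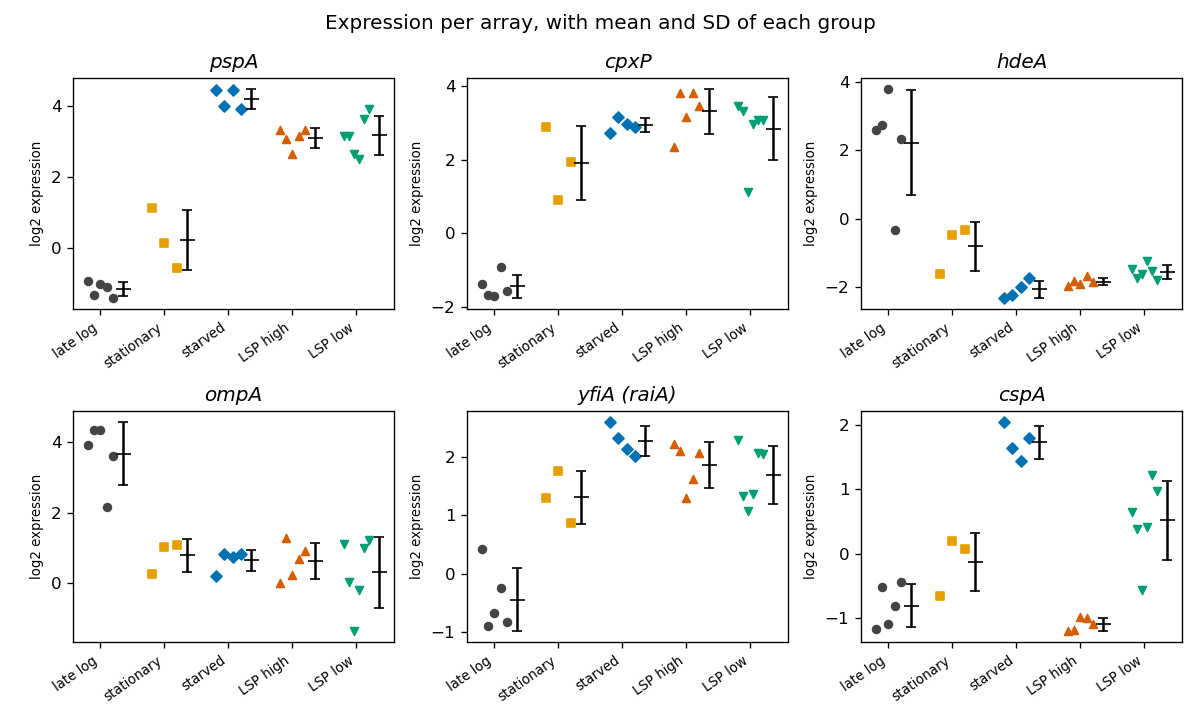
Log2 expression of *pspA*, *cpxP*, *hdeA*, *ompA*, *yfiA* and *cspA* on each array, with a point per array and, beside the points, the group mean with its SD as a bar. Starved arrays average 4.19 for *pspA* against -1.14 in late log, and the low-density supernatant arrays are spread widely for *cspA* (SD 0.62) next to the high-density ones (SD 0.10).

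Of the 18 genes on the fixed list, 7 were called in stationary and 6 in each of the other 3 conditions against late log. The starved count depended on single arrays. Without starved replicate 3 the calls of *rpoS* (-1.02), *osmY* (-1.16) and *cstA* (0.98) were lost. Without starved replicate 4 those of *osmY* (-1.04), *cstA* (0.92) and *acs* (0.97) were lost. At an adjusted p under 0.05 alone, 10, 9, 11 and 11 passed over all genes, and 11, 12, 11 and 12 when adjusted over the list alone. In the 3 comparisons among starvation conditions limma called 0 of the 18, and adjusted over the list alone 0, 0 and 2 passed, the latter *acs* (-0.89) and *aceA* (-1.49) in high-density supernatant against stationary. Without stationary replicate 1 both were called there, at -1.16 and -2.37, and *aceA* also with array weights (-1.45). With array weights *aceA* was called in high against low density (-1.05), and *rmf*, on the same list, in high-density supernatant against stationary (-1.32). *yfiA* (*raiA*), which encodes a ribosome-associated inhibitor, was higher in all 4 conditions, by 1.75, 2.71, 2.31 and 2.14 in the order above. *yhbH* (*hpf*), a hibernation factor gene, was lower in all 4, by log2 fold changes of -1.48, -1.18, -1.76 and -1.23, although its call in low-density supernatant was lost with array weights (-0.89). *rpoS*, the gene of the stationary phase sigma factor, had fold changes of -1.29, -1.10, -1.85 and -1.49. The starved call of *rpoS* was lost without any of late-log replicates 1, 2 or 3 or starved replicates 1, 2 or 3, with fold changes from -0.97 to -1.12, and the stationary call without stationary replicate 1 (-0.74). The starved call was also lost without RNA genes (-0.96), and the low-density call with array weights (-0.95). *dps* was not called in any of the 7 comparisons, with an SD of 1.95 in late log. Without late-log replicate 4 it was called in high-density (-1.70) and low-density supernatant (-1.64) against late log.

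Gene sets were compared by camera. Against late log, 5 of 11 sets passed in stationary arrays, 6 in starved, 7 in high-density and 5 in low-density supernatant, numbers for which chance was not excluded by other splits of the arrays. Ribosomal protein genes (54 genes) had mean log2 fold changes of -1.31, -1.90, -2.19 and -1.88, ATP synthase genes -1.07, -1.45, -1.35 and -1.33, and amino acid biosynthesis genes -0.70, -0.73, -0.71 and -0.73. Genes of CRP-dependent carbon uptake and use (32 genes) were higher by 0.78, 0.84, 0.70 and 0.67. These 4 sets and the NtrC regulon passed under camera and fry in all 4 comparisons, although NtrC in stationary arrays (0.22) did not pass under camera without late-log replicate 2 (0.22) or 3 (0.21) or stationary replicate 3 (0.23). With an estimated correlation only the CRP-dependent set passed in all 4 (adjusted p from camera in limma with Benjamini-Hochberg between 0.0026 and 0.014), joined by amino acid biosynthesis in low-density supernatant (0.045). The RpoS-dependent set (39 genes) had negative means from -0.31 (starved, median -0.03) to -0.61 and passed in high-density supernatant by camera and not by fry. That pass was lost without late-log replicate 2 (-0.45). The other 3 means depended on single late-log arrays. Without replicate 4 the set passed in stationary (-0.69), starved (-0.59) and low-density supernatant (-0.68), and without replicate 2 these means were -0.25, -0.16 and -0.25. Without late-log replicate 3 the starved mean was -0.20. A few genes also weighed on the starved mean. In the set *hdeA*, *hdeB*, *gadB* and *gadC* had starved fold changes of -4.30, -3.95, -2.94 and -3.24, while 5 genes of the set were called higher and 8 lower. The listing of these genes was chosen after their values were seen. The RpoS-dependent set also passed by camera, and not by fry, in high-density supernatant against low density (-0.20) and against stationary (-0.20). The pass against stationary was lost without stationary replicate 3 (-0.14). For the tricarboxylic acid cycle set in starved arrays the mean was 0.08 and the median -0.18, with a positive direction in camera. The set passed by camera, and not by fry, in high-density supernatant against stationary (-0.53) and against low density (-0.22). The latter pass was lost without high-density replicate 1, 3 or 4 or low-density replicate 1, 5 or 6, with means from -0.14 to -0.22. Against stationary the mean was -0.87 without stationary replicate 1 and -0.32 without replicate 3. Without stationary replicate 1 the set also passed in stationary arrays (0.51, against 0.17 with all arrays). The PhoB and Fur sets did not pass by camera in any of the 7 comparisons with all arrays. Without late-log replicate 1 the Fur set passed in all 4 comparisons with late log (0.30, 0.25, 0.22 and 0.18). Without stationary replicate 1 it passed in stationary arrays (0.24) and in high-density supernatant against stationary (-0.15). PhoB passed by fry in high-density supernatant against late log (mean 0.15). Heat shock genes passed by camera, and not by fry, in the 3 comparisons of high-density supernatant, with means of -0.61 against late log, -0.21 against low density and -0.34 against stationary. Each pass was lost without single arrays. These were late-log replicate 2 (-0.53) or 3 (-0.39) for the first and stationary replicate 3 (-0.19) for the last. Against low density they were high-density replicate 1 (-0.19), 3 (-0.12) or 4 (-0.18) and low-density replicate 1 (-0.10), 5 (-0.11) or 6 (-0.10), while the mean was -0.31 without high-density replicate 2, and -0.34 and -0.31 without low-density replicates 3 and 4. Heat shock genes also passed in starved arrays without late-log replicate 5 (-0.54), and in low-density supernatant against late log without late-log replicate 4 (-0.50) or 5 (-0.53) or low-density replicate 1 (-0.51) or 6 (-0.52). Signs also differed for sets far from any threshold. The means and medians were -0.04 and 0.02 for PhoB in low-density supernatant against starved, and -0.01 and 0.01 for amino acid biosynthesis in high-density supernatant against stationary. Camera gave a negative direction where the mean was 0.01 for heat shock and amino acid genes in low-density supernatant against starved, and 0.02 for amino acid genes in high against low density.

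**Figure D4:**
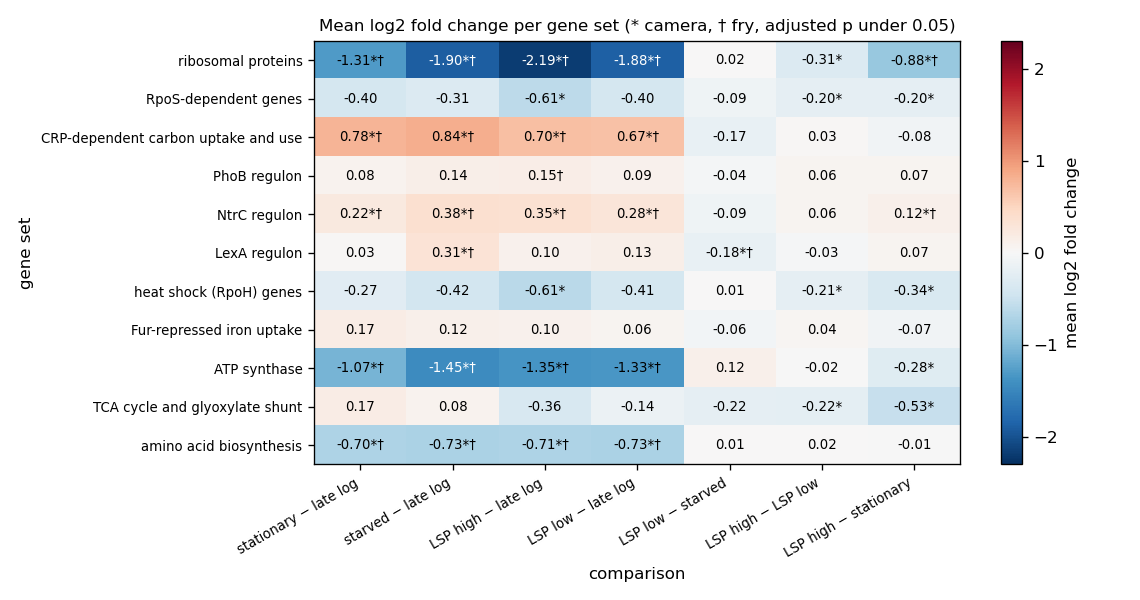
Mean log2 fold change of 11 gene sets (vertical axis) in the 7 comparisons (horizontal axis), as colour and number, with marks for an adjusted p under 0.05 by camera and by fry. Ribosomal protein genes range from -2.19 to -1.31 against late log, and the CRP-dependent set from 0.67 to 0.84.

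Low-density supernatant was compared with starvation at the same stated density and after the same washing, which leaves the liquid as the stated difference. By limma with Benjamini-Hochberg adjustment 4 genes were called, 0 higher and 4 lower, and 421 genes had an unadjusted p under 0.05, where 188 would be given by chance. Chance was not excluded for the count of 4, since 7 of 100 splits of the same arrays gave as many. A fit of only the 2 groups gave 0. With array weights 1 gene was called, which was higher and not among the 4. With low-density replicates 5 and 6 averaged 7 genes were called, and with the replicate number as a block 16. In both cases each gene was lower and the 4 were among them, although pairing by number is not shown for these groups. The block also takes out low-density replicate 6, the only array with its number, and with that array left out and no block 5 genes were called. Leaving out starved replicate 1, 2 or 3 or low-density replicate 2 or 4 gave 0 genes. Low-density replicate 1 or 3 left out gave 1, and replicate 5 left out gave 8. *cspA* (JW3525), a cold shock protein gene, was at 0.52 ± 0.62 (SD, n = 6) in low-density supernatant and 1.73 ± 0.25 (SD, n = 4) in starved arrays, a log2 fold change of -1.21 (SE 0.25, limma adjusted p 0.046). Its call was lost without starved replicate 1 (-1.11), 2 (-1.24), 3 (-1.31) or 4 (-1.19), or low-density replicate 1 (-1.24), 2 (-1.19), 3 (-0.998) or 4 (-1.19), with trended and robust moderation, with array weights (-0.67), without RNA genes (-1.06) and in the fit of only 2 groups. *yncJ* (JW1432) had a fold change of -1.14 (SE 0.20, limma adjusted p 0.042). Its call was lost without starved replicate 1 (-1.17), 2 (-1.04) or 3 (-1.13), or low-density replicate 2 (-1.06) or 4 (-1.11), with array weights (-0.92) and in the fit of only 2 groups. The other 2 genes, *fadB* (-1.63) and *fadA* (-1.16), had overlapping groups and were chosen after their values were seen. Arrays of other groups share the fit and were not left out for this comparison. The 4 genes were those called against starved at both densities, a count that was 0 without high-density replicate 2, 3, 4 or 5. Which density lost its calls there was not separated, so the low-density calls may also rest on those arrays. The LexA regulon was the set that passed, with a mean of -0.18 by camera and fry, and of -0.11 without starved replicate 1. The number of sets was 2 without starved replicate 1 or low-density replicate 6, and 3 without low-density replicate 5.

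High- and low-density supernatant were compared to see the effect of cell density in one liquid. A total of 4 genes were called by limma with Benjamini-Hochberg adjustment, 0 higher and 4 lower at high density, and 769 had an unadjusted p under 0.05. Without a fold minimum 150 genes passed, 126 higher and 24 lower, so the direction of most genes differed between these counts. Chance was not excluded for the count of 4, which 11 of 100 splits gave or exceeded. With array weights 96 genes were called, and with only these 2 groups in the fit 0. The count was 1 without low-density replicate 1, 5 or 6, 2 without high-density replicate 1 or 5, and 12 without low-density replicate 3. *cspA* was at -1.09 ± 0.10 (SD, n = 5) at high density, a log2 fold change of -1.61 (SE 0.23, limma adjusted p 0.0034). Its call held with each array of these 2 groups left out in turn. It was lost in the fit of only these 2 groups (limma adjusted p 0.065). *gapC_1* (JW5906) and *gapC* (JW5906+JW1413), which share an identifier and are not independent, had fold changes of -1.31 and -1.12. Both lost their call without high-density replicate 1 (-1.23 and -1.02) or low-density replicate 1 (-1.25 and -1.10), 5 (-1.18 and -1.04) or 6 (-1.22 and -1.07), and *gapC_1* also without high-density replicate 5 (-1.36). Both also lost it with low-density replicates 5 and 6 averaged (-1.20 and -1.06) and in the fit of only 2 groups. The remaining gene, *nlpI* (-1.17), had overlapping groups and was chosen after its values were seen. The sets that passed by camera numbered 4, and by fry 0. By camera 2 passed without high-density replicate 1, 3 or 4 or low-density replicate 1, 5 or 6.

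High-density supernatant was compared with ordinary stationary phase, which was reached without washing. The number of genes called was 29, 14 higher and 15 lower. It was 84 with array weights, 71 without stationary replicate 1 (17 higher and 54 lower), 16 without replicate 2 and 19 without replicate 3. *pspD* (JW1300, 3.42), *pspE* (JW1301, 3.17) and *pspC* (JW1299, 3.04) had the largest rises. *ibpB* (JW3663, -2.92), a small heat shock protein gene, *nrdH* (JW2648, -2.86) and the regulatory RNA gene *csrB* (JWR0062, -2.85) had the largest falls, with limma Benjamini-Hochberg adjusted p-values of 2.6e-05, 3.0e-06 and 0.00039. Ribosomal protein genes were lower by a mean log2 fold change of -0.88, and of -0.58 without stationary replicate 3. The sets that passed by camera numbered 6, and by fry 2, and 2 passed by camera without stationary replicate 3.

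Genes particular to the supernatant at both densities were sought as those called in one direction in both supernatant groups against each of the other 3 groups. The count was 0 by limma with Benjamini-Hochberg adjustment, and 0 at an unadjusted p under 0.05 in all 6 comparisons with no fold minimum. Against stationary arrays alone 19 genes were called in the same direction at both densities, and 39 without stationary replicate 1. Against starved arrays alone 4 were called at both densities, which were *cspA*, *yncJ*, *fadB* and *fadA*. With the replicate number as a block, which also takes out low-density replicate 6, this count was 12. Chance was not excluded for these counts against single groups, because splits of the low-density arrays left it open. It was 0 without any of starved replicates 1, 2 or 3, high-density replicates 2, 3, 4 or 5, or low-density replicates 2 or 4, 1 without low-density replicate 1 or 3, and 8 without replicate 5. High-density supernatant differed from starved arrays in 78 genes, 11 higher and 67 lower, and in 49 without starved replicate 1. With the block the genes numbered 104, 28 higher and 76 lower.

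Single arrays of the low-density group were unlike each other. Correlations across genes with the mean of the starved arrays were 0.968, 0.970 and 0.972 for replicates 1, 5 and 6, and 0.870, 0.812 and 0.841 for replicates 2, 3 and 4. With the mean of the high-density arrays they were 0.874, 0.881 and 0.889 for replicates 1, 5 and 6, and 0.965, 0.931 and 0.913 for replicates 2, 3 and 4. Replicates 5 and 6 were the closest pair of all arrays, with a correlation of 0.992 and an SD of their differences of 0.12 (log2). Arrays of different groups came near this, at 0.981 for starved replicate 2 with low-density replicate 1 and 0.980 for high-density replicate 4 with low-density replicate 2. Whether replicates 5 and 6 are the same sample cannot be tested from 1 value per gene and array. Both were kept, and the comparisons were also made with their average as 1 sample.

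**Figure D5:**
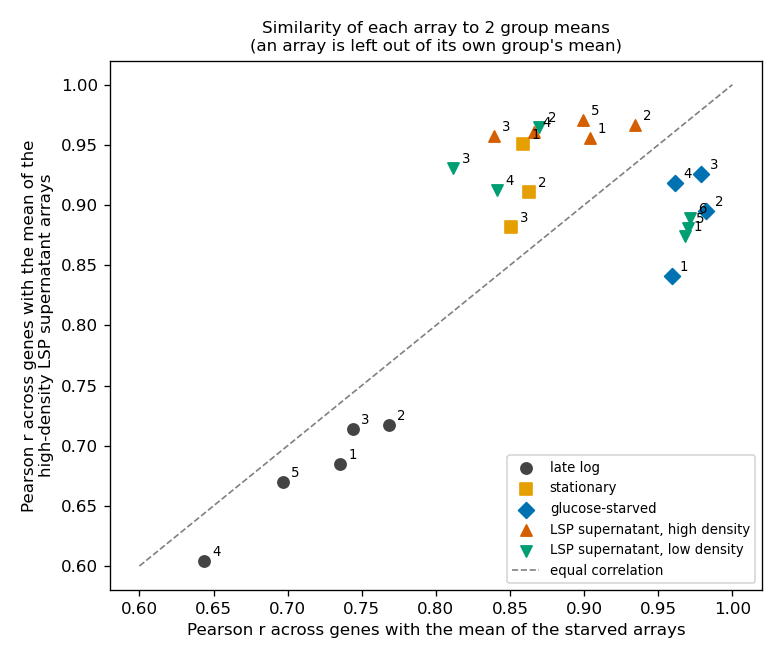
Pearson correlation across genes of each array with the mean of the starved arrays (horizontal axis) and of the high-density supernatant arrays (vertical axis), with a point per array and its replicate number, an array being left out of its own group's mean. Low-density replicate 1 is at 0.968 and 0.874, and replicate 2 at 0.870 and 0.965, on opposite sides of the line of equal correlation.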

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

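The tests of the low-density arrays that were chosen only after the result was seen are those over protein genes, of exchanged labels and of replicate number. The test over the brightest genes was also thought of after the split was seen, but its outcome was stated before it was run.

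In 208 groups of values, each a named gene, a gene set or a mean correlation in a group of 4 to 6 arrays, 10 single arrays stood far from the rest of their group by the gap to the nearest other array. Chance alone gives about 1 in 20, or 10.4 groups, so the number is no larger than chance gives. In late log these were *rplX* in replicate 4 (4.35, others 1.76 to 2.21) and *aceA* in replicate 1 (0.0355, others 0.53 to 0.71). In starved arrays they were *ompA* in replicate 1 (0.211, others 0.74 to 0.85) and *pspC* in replicate 2 (2.81). The other 3 starved arrays held the same *pspC* value of 3.07, a tie that quantile normalization can leave, so the gap there is not a measure of spread. In high-density supernatant *rmf* was low in replicate 1 (0.127, others 0.76 to 0.99). No biological explanation was tested for these single values.

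The other 5 values were in low-density supernatant. Replicate 3 was low for *cpxP* (1.12, others 2.97 to 3.44) and *dps* (-1.17, others 1.30 to 2.37) and high for *uspA* (0.364, others 0.06 to 0.11). Replicate 1 was low for *rplW* (-2.38, others -1.82 to -1.51), and replicate 4 for *spoT* (-1.37, others -1.14 to -1.07). These arrays belong to the group with the widest spread. The lowest correlation between 2 of its 6 arrays was 0.483 over protein genes alone, where the lowest in the other groups was 0.676, which argues against RNA genes as the whole source. Over the 942 brightest genes it was 0.748 against 0.840, which argues against noise of dim genes as the whole source. An exchange of labels with starved arrays would leave a starved array closer to the high-density mean, and 0 were. An exchange with high-density arrays would leave a high-density array closer to the starved mean, and 0 were. A single wrong label, or an exchange with a sample outside the series, stays open. A batch shared by replicate number also stays open: same-numbered high- and low-density arrays had a mean correlation of 0.354 in their deviations, with an exact one-sided permutation p of 0.1 over 120 pairings. A difference between cultures, such as the time or the supernatant used, may also underlie it and was not tested.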

How the results depend on the processing

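The alternatives chosen only after the data were seen were the removal of RNA genes, the average of low-density replicates 5 and 6, the values read as log2 or natural log, and the block and left-out arrays for counts within the search for supernatant genes. In the counts below, the 7 comparisons are named as stationary, starved, high-density and low-density against late log, low-density against starved, high- against low-density, and high-density against stationary.

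No named gene and no gene set changed direction past a threshold under the alternatives run, although the balance of higher and lower genes changed in several counts, given below. Another quantile normalization and median centring moved nothing, because the deposited arrays already shared their quantiles, and so say nothing about stability. Without the lowest 25% of genes, and with trended and robust moderation, each count of genes stayed within 1.5 times its value. The share of variance explained also stayed past its threshold in every alternative run. The correlation distance says nothing separate there, because with shared quantiles it orders pairs of arrays as the Euclidean distance does.

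The fold minimum and the log base act on every count of genes by construction, and the count of genes called in both supernatant groups against the other 3 was 0 under each of them. Without a minimum the counts were 1769, 1486, 2223, 1931, 7 and 150 for the first 6 comparisons and 880 for genes common to all 4 conditions. The high- against low-density genes were then 84% higher at high density, against 0% at the minimum. Against late log, 1222 were higher and 1001 lower in high-density and 1044 and 887 in low-density supernatant, a majority opposite to that at the minimum. For low-density against starved 1 was higher and 6 lower. With a log2 minimum of 2 the 7 counts were 40, 90, 91, 69, 0, 0 and 14, and the common genes 16. In stationary arrays 25 were then higher and 15 lower, and in high-density supernatant 28 and 63. If the deposited values were log2, they would be 4, 12, 16, 10, 0, 0 and 1, with 1 common gene. Of these 4 and 0 would be higher and lower in stationary, 10 and 2 in starved, 7 and 3 in low-density arrays against late log, and 1 and 0 in high-density against stationary. If they were natural logs, they would be 22, 64, 65, 42, 0, 0 and 11, with 11 common genes. Stationary arrays would have 15 higher and 7 lower, and high-density supernatant 20 and 45.

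The comparisons among starvation conditions were the least stable. With array weights, low-density against starved gave 1 gene (higher, where all 4 had been lower), high- against low-density 96 (28.1% higher) and high-density against stationary 84 (36.9% higher, against 48.3%). The weights were 0.207, 0.168 and 0.156 for low-density replicates 2, 3 and 4, and 3.77 and 4.51 for replicates 5 and 6, so the group was then represented mainly by its closest pair. Of the 4 low-density against starved genes, 0 were shared with the weighted fit. In a fit of only the 2 groups compared, low-density against starved and high- against low-density gave 0 genes each, and high-density against stationary 24, of which 62.5% were higher. With replicates 5 and 6 averaged, low-density against starved gave 7 genes and 2 sets, and high- against low-density 1 gene and 2 sets. Without RNA genes, high- against low-density gave 2 sets. The cause was not tested.

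The replicate block also took out low-density replicate 6, the only array with its number, so it was not an adjustment for pairing alone. With the block, low-density against starved gave 16 genes, high- against low-density 2 genes and 1 set, and high-density against stationary 3 sets, and no other count of the 7 comparisons moved by over 1.5 times. In none of these 7 did every same-numbered pair of arrays deviate together with a correlation over 0.1, and values ran from -0.435 to 0.751 between high- and low-density arrays, so pairing by number is not shown for them. Starved and high-density arrays, compared within the search for supernatant genes, did so in all 4 pairs (0.121 to 0.490). Differently numbered pairs were not compared, so pairing is not shown for these arrays either. In that search the block gave 104 genes (28 higher) in place of 78 (11 higher), 12 in place of 4 called against starved at both densities, and 16 in place of 19 against stationary.

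Counts of gene sets depended on the test. With fry, high- against low-density gave 0 sets and high-density against stationary 2. With camera and an estimated correlation the 7 counts were 1, 1, 1, 2, 0, 0 and 0.

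With each array of the 2 groups compared left out in turn, genes called ranged from 217 to 352, 333 to 374, 408 to 447, 277 to 324, 0 to 8, 1 to 12 and 16 to 71 in the 7 comparisons. The 12 came without low-density replicate 3, and the 1 without low-density replicate 1, 5 or 6. Without high-density replicate 1 or 5 there were 2. With each of the 23 arrays left out, common genes ranged from 109 to 171, and genes called in both supernatant groups against the other 3 stayed at 0. Without stationary replicate 1 the last comparison was 23.9% higher. Genes called at both densities ranged from 13 to 39 against stationary and from 0 to 8 against starved, and high-density against starved from 49 to 98. Gene sets ranged from 4 to 7, 6 to 7, 5 to 8, 5 to 7, 1 to 3, 2 to 4 and 2 to 8, again without arrays of the groups compared. The variance explained ranged from 57.3% to 62.7% over all 23 arrays left out. The lowest set count in the last comparison was without stationary replicate 3. Among named genes in these fits, 44 calls were lost and 17 gained, and among gene sets 22 were lost and 20 gained, with 0 reversed.

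For single named genes, array weights took away 6 calls and added 10, the fit of only 2 groups took away 7 and added 1, and the removal of RNA genes took away 4. The average of replicates 5 and 6 took away 2 and trended moderation 1. The replicate block took away 2 (*rpoS* in starved arrays, -1.04, and *gapC_1* in high- against low-density, -1.22) and added 1. For single gene sets, an estimated correlation took away 29, fry took away 10 and added 1, and the replicate block took away 6. The removal of the lowest genes and of RNA genes took away 2 each, and the average of replicates 5 and 6 took away 2 and added 1.

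Signal over background cannot be judged without detection calls, which limits statements on dim genes.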

Other observations

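The tests by other splits of the arrays and the tests of washing were chosen only after the results were seen.

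Other splits of the same arrays show which counts chance can give. For genes called against late log, 1 of 56 splits (stationary) and 1 of 100 (each of starved, high-density and low-density) gave a count as large, the real one included, so chance can be excluded. The same held for high-density supernatant against stationary (1 of 56) and for the genes common to all 4 conditions (1 of 100 regroupings of the 23 arrays, which test only against no difference among any groups). Chance cannot be excluded for low-density supernatant against starved (7 of 100) or for high- against low-density supernatant (11 of 100). In those comparisons some other split gave 134 and 147 genes. Chance can be excluded for high-density supernatant against starved, where 1 of 100 splits gave as many genes, and where 10 of these parted all 4 same-numbered pairs and gave 0 genes apart from the real one, while the other 90 gave at most 43. For genes called at both densities, regroupings of all arrays of the 3 groups gave as many in 1 of 100 (against stationary) and 3 of 100 (against starved). They decide nothing about the low-density part, because the high-density arrays alone set the groups apart. For low-density supernatant against stationary, 5 of 84 splits gave as many genes, and the 4 genes against starved are those for which 7 of 100 splits gave as many. Chance is therefore not excluded for either count at both densities. For genes called in both supernatant groups against each other group the count was 0, which 100 of 100 regroupings equalled, so the test decides nothing.

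The number of gene sets past camera's threshold was matched by many splits, 47 of 56, 66 of 100, 33 of 100 and 67 of 100 in the 4 comparisons with late log. It was matched by 85 of 100 for low-density supernatant against starved, 38 of 100 for high against low density, and 7 of 56 for high-density supernatant against stationary. Chance is not excluded for any of these counts, and a number of sets past camera's threshold at a preset correlation is no measure of the size of a response here.

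The phage shock genes were raised in each group that had been centrifuged and washed. In a comparison of a washed with an unwashed group, high-density supernatant against stationary, the *pspA* log2 fold change was 2.86. Washing may be a source of this rise, or the new liquid may be, and these cannot be told apart because no washed culture was returned to medium with glucose. Washing does not account for the smaller rise of *pspA* in stationary arrays, 1.38 against late log, since neither group was washed. That rise was 0.94 without stationary replicate 1, with a limma Benjamini-Hochberg adjusted p of 0.024.

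Late-log arrays differed among themselves in RpoS-dependent and ribosomal protein genes. The mean log2 expression of the RpoS-dependent set was 0.46, 0.81, 0.64, -0.92 and 0.00 in replicates 1 to 5, and that of the ribosomal protein set was between 0.24 and 0.71 in replicates 1, 2, 3 and 5 and higher in replicate 4. With 5 arrays no relation between the sets was tested.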
